A study of Nicotiana tabacum with 2 samples. Its data were reported in "Auxin affects gene editing efficiency through regulating chromatin accessibility and plant regeneration process" (2025).

How the data were processed

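The assay for transposase-accessible chromatin with sequencing (ATAC-seq) marks open DNA with Tn5, an enzyme that cuts exposed DNA and joins sequencing adapters to the cut ends. It was applied to nuclei from tobacco callus, the dedifferentiated tissue that forms on explants in culture, on medium with naphthaleneacetic acid (NAA), a synthetic auxin, at 0.1 mg/L in one library and 0.5 mg/L in the other. There were 2 libraries, 1 per concentration, grouped by the concentration in their titles. The label of the 0.1 mg/L library names 2 weeks of culture and that of the 0.5 mg/L library names 3 weeks, whereas the study describes a single culture time. The labels also describe formaldehyde fixation and sonication next to the Tn5 treatment.

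The authors aligned paired-end reads to the genome of Nicotiana benthamiana with BWA and called accessible regions in each library on its own with MACS2 at a q-value threshold. The sequence names belong to the Niben261 assembly. The labels give Nicotiana tabacum as the organism, whereas the study names its tobacco seeds as N. benthamiana, the species of that assembly. No control library is named, and the handling of duplicate reads, organelle reads, the Tn5 offset and the caller's mode are not stated. Each deposited list gives the position of every region and of its summit, the point of highest pileup. The deposited score is the −log10 q-value multiplied and cut to a whole number by the caller. The deposited fold is the ratio of the summit pileup to the local background of the same library, with a pseudocount of 1 added to both. At backgrounds this low the pseudocount makes the fold smaller than the plain ratio. The deposited −log10 p-value is a Poisson tail at the summit, and the deposited −log10 q-value is its adjusted form within the library. These strength values are the authors' own and served to describe, rank and filter regions within a list. The largest q-value was 0.0495 in the 0.1 mg/L list and 0.0482 in the 0.5 mg/L list. Neither list held a repeated interval, so each line was taken as 1 region. Coordinates are counted from 1.

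Peak lists carry no read totals, so the depth was worked back from the values. The deposited fold and −log10 p-value of a region were solved together for a whole-number summit pileup and a local background. A solution existed for 100.0% of the regions in both lists, and more than 1 solution existed for 0.022% of those in the 0.5 mg/L list. After the p-values were shuffled among regions, 1.15% of a sample of the 0.1 mg/L regions and 0.60% of a sample of the 0.5 mg/L regions could be solved. The lowest background shared by many regions was taken as the genome-wide level. The other backgrounds fell on even steps, from which the mean fragment length was computed for a background window of 10000 bp with both fragment ends counted. The number of fragments per Mb follows from the genome-wide level divided by the fragment length, and its ratio between libraries assumes that the same genome size was set for both. Tested on 4000 simulated summits for each of a deep and a shallow library, the procedure returned the true pileup for 100.0%.

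A region was called shared when at least 1 bp overlapped a region of the other list, and library-specific otherwise. Shares carry exact Clopper-Pearson 95% intervals, which cover counting error over regions only. The chance level of sharing came from 100 circular shifts of each list along each sequence. Rank agreement was Spearman's rho of fold over pairs in which each region had a single partner. It runs across regions, which are not independent replicates, so no p-value is given. The 3 regions with the highest −log10 q-value of each list, the 3 such library-specific regions of each list, and the chromosomes with the highest and lowest ratio of regions are named, by a rule fixed before the data were examined. With 1 library per concentration no test between conditions was made.

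To compare the lists at like depth, the summit pileups of the 0.1 mg/L library were thinned by binomial draws to 31.8% of the fragments, together with the backgrounds. A region was kept when its recomputed −log10 p-value reached 3.73, the lowest in the 0.5 mg/L list. The draw was made 100 times. This treats only the summits of regions already called at full depth and does not apply the caller's width rule or q-value adjustment again. On 5000 simulated summits thinned to low depth, the mean number kept was 100.3% of the number when pileups were drawn at that depth directly. For Poisson counts this equality follows by construction, so it checks the computation and not the limits just named. Since a mean of 4510 of the 5000 were kept, it also says little of summits near the threshold.

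The alternatives were stricter q-values, a minimum fold, chromosomes without scaffolds, equal numbers of regions, merging of near regions, other overlap rules, another chance level, another ranking, other estimates of depth and the thinning. A common minimum width and further forms of the thinning were added after the data had been seen. The position of regions relative to genes, the edited target gene and the reads themselves were not analysed here. Computations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.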

Results

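Accessible chromatin was compared between tobacco callus cultured with 0.1 mg/L and with 0.5 mg/L NAA, to learn whether a higher auxin concentration changes how much of the genome is open. Each concentration was represented by 1 library and 1 list of accessible regions. There were no replicates, so no difference between the lists could be set against the spread between samples. All intervals describe counting error within these libraries.

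The depth recovered from the lists differed between the libraries. The genome-wide background pileup was 0.747 fragments in the 0.1 mg/L library and 0.172 fragments in the 0.5 mg/L library. The mean fragment length was 207.5 bp at 0.1 mg/L and 149.8 bp at 0.5 mg/L. These lengths matched the narrowest region of each list, which was 207 bp at 0.1 mg/L and 150 bp at 0.5 mg/L. Together they gave 3601 fragments per Mb of genome size at 0.1 mg/L and 1146 at 0.5 mg/L, a ratio of 3.14. Estimated from the median local background of shared regions, the ratio was 2.43. That background also counts the regions' own fragments, so this value is not a measure of depth alone. The median summit pileup was 10 fragments in the 0.1 mg/L list and 7 fragments in the 0.5 mg/L list.

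The 0.1 mg/L list held 39523 accessible regions and the 0.5 mg/L list held 31830. The number at 0.5 mg/L was 0.805 times the number at 0.1 mg/L, a difference of 7693 regions. This order depended on depth and threshold. After the 0.1 mg/L library was thinned to the fragments of the other library, a mean of 17451 of its regions were left over 100 draws (SD 94.7 over draws), and the 0.5 mg/L list was 1.82 times as long. With thinning and only regions of at least 207 bp in both lists, a limit set after the data had been seen, 17441 regions were left at 0.1 mg/L against 19811 at 0.5 mg/L, a ratio of 1.14. At q-values under 1e-05 there were 13297 regions at 0.1 mg/L and 16589 at 0.5 mg/L, a ratio of 1.25. No order of the concentrations by number of regions held at every setting.

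The regions covered 14.3 Mb at 0.1 mg/L and 8.43 Mb at 0.5 mg/L, a ratio of 0.589. Among the alternatives run for this ratio, q-values under 1e-05 moved it most, to 0.855. Thinning to like depth was not run for covered length. The mean width was 362 bp at 0.1 mg/L and 265 bp at 0.5 mg/L. The median width was 317 bp (quartiles 252 and 425 bp) at 0.1 mg/L and 232 bp (quartiles 184 and 312 bp) at 0.5 mg/L, a ratio of 0.732. Among regions of at least 207 bp in both lists, a limit set after the data had been seen, the ratio was 0.902. Of the 0.5 mg/L regions, 12019 (37.8%) were narrower than 207 bp and thus narrower than any region of the 0.1 mg/L list.

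**Figure D1:**
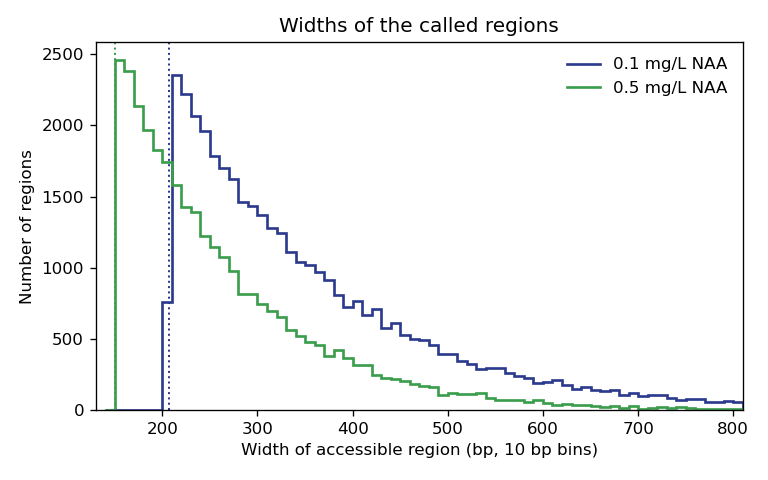
Number of accessible regions (vertical axis) by region width in bp (horizontal axis, bins of 10 bp) in the 0.1 mg/L list (blue) and the 0.5 mg/L list (green), with dotted lines at the narrowest region of each list, 207 and 150 bp. The 0.5 mg/L regions were narrower, with a median of 232 bp against 317 bp, and 728 regions at 0.1 mg/L and 66 at 0.5 mg/L lie at or beyond the right end of the plot.

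Within the 0.1 mg/L list the median fold over local background was 4.68 (quartiles 4.01 and 5.79) and the median −log10 q-value was 3.78. Within the 0.5 mg/L list the median fold was 5.88 (quartiles 4.56 and 7.83) and the median −log10 q-value was 5.23. Because the lists were called separately at unlike depths, these values describe each list and do not measure a difference in accessibility.

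The overlap of the lists shows how far the same places were called as accessible at both concentrations. The lists were called at unlike depths, so a region without a partner need not be closed in the other library. Overlap of the whole lists at like depth was not computed. Of the 0.1 mg/L regions, 15915 (40.3%, 95% interval 39.8 to 40.8%) overlapped a 0.5 mg/L region, against a chance level of 0.951% (0.868 to 1.07% over 100 shifts). Of the 0.5 mg/L regions, 16058 (50.4%, 95% interval 49.9 to 51.0%) overlapped a 0.1 mg/L region, against a chance level of 1.21% (1.07 to 1.34%). The overlap was thus 42.3 and 41.8 times the chance level. It moved most at 0.1 mg/L under q-values under 1e-05, where 61.4% of the regions were shared, and at 0.5 mg/L when at least 50% of both regions had to overlap, where 35.1% were shared. The bases covered in both lists made up 21.9% of the bases covered in either. In the 15718 pairs with a single partner on each side, the median distance between summits was 56 bp, and 72.0% of the summits lay within 100 bp of each other. The ranks of fold in these pairs had a Spearman's rho of 0.487 across regions, and it was lowest, 0.381, at q-values under 1e-05.

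Sharing fell with rank in both lists. In the strongest 10% of the 0.1 mg/L list by −log10 q-value, 92.3% of the regions (91.4 to 93.1%) were shared, and in the weakest 10% the share was 6.73% (5.97 to 7.56%). In the 0.5 mg/L list the share was 85.4% (84.1 to 86.6%) in the strongest 10% and 14.8% (13.6 to 16.1%) in the weakest. Within the strongest 10% of the 0.5 mg/L list, 90.9% of the regions of at least 207 bp were shared, and of the narrower regions 53.4%.

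**Figure D2:**
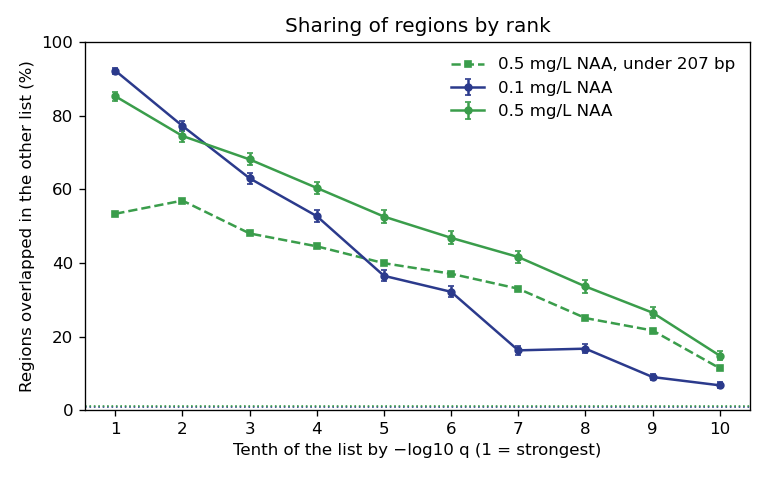
Percent of regions overlapped by a region of the other list (vertical axis) for each 10% of a list ranked by −log10 q-value (horizontal axis, 1 is the strongest), for the 0.1 mg/L list (blue), the 0.5 mg/L list (green) and the 0.5 mg/L regions under 207 bp (green, dashed); bars are exact 95% intervals and dotted lines are chance levels. Sharing falls from 92.3 to 6.73% at 0.1 mg/L and from 85.4 to 14.8% at 0.5 mg/L, and the narrow 0.5 mg/L regions start lower, at 53.4%.

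The library-specific regions numbered 23608 at 0.1 mg/L and 15772 at 0.5 mg/L. At q-values under 1e-05 this order was the opposite, with 5132 at 0.1 mg/L and 8385 at 0.5 mg/L. The order held under the other alternatives run for it. With regions of at least 207 bp in both lists, there were 27399 at 0.1 mg/L and 7644 at 0.5 mg/L. The library-specific regions were weak within their lists, with a median percentile by q-value of 33.9 at 0.1 mg/L and 33.8 at 0.5 mg/L. Their median summit pileup was 8 fragments at 0.1 mg/L, against 14 fragments in shared regions, and 6 fragments at 0.5 mg/L, against 9 fragments in shared regions. Of the 0.5 mg/L library-specific regions, 51.5% were narrower than 207 bp, against 24.2% of the shared ones. There were 1213 regions of the 0.1 mg/L list that passed in at least 95% of the thinned draws, and 1175 of these (96.9%, 95.7 to 97.8%) had a partner in the 0.5 mg/L list, which left 38 without one.

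The strongest regions of the lists were largely the same. The first of both lists lay on scaffold Niben261Scf15077, at positions 3 to 460 in the 0.1 mg/L list (fold 26.2, −log10 q-value 8030, summit pileup 8021) and 4 to 457 in the 0.5 mg/L list (fold 28.1, −log10 q-value 1360, summit pileup 1316). The second of the 0.1 mg/L list was on Niben261Scf12068 at 25 to 1333 (fold 8.64, −log10 q-value 4228), where the third of the 0.5 mg/L list lay at 9 to 1301 (fold 10.8, −log10 q-value 741). The third of the 0.1 mg/L list was on Niben261Scf10855 at 8 to 796 (fold 14.2, −log10 q-value 2089) and overlapped a 0.5 mg/L region at 14 to 790. The second of the 0.5 mg/L list was on chromosome 1 at 70239562 to 70240169 (fold 27.0, −log10 q-value 761), and a 0.1 mg/L region with a −log10 q-value of 925 overlapped it. At 0.1 mg/L the local background was 305, 885 and 195 fragments on Niben261Scf15077, Niben261Scf12068 and Niben261Scf10855, against 0.747 genome-wide. These scaffold places may thus hold sequence present in many copies. Gene features at these places were not analysed here.

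The strongest library-specific regions of the 0.1 mg/L list were on Niben261Scf12299 at 84 to 797 (fold 10.95, −log10 q-value 167), on chromosome 19 at 78884458 to 78885021 (fold 16.6, −log10 q-value 30.05) and on chromosome 14 at 9501322 to 9501637 (fold 12.7, −log10 q-value 22.4). Those of the 0.5 mg/L list were on chromosome 3 at 105610209 to 105610364 (fold 52.6, −log10 q-value 407), on chromosome 5 at 39606466 to 39606671 (fold 44.4, −log10 q-value 388) and on Niben261Scf16955 at 1029 to 1192 (fold 44.9, −log10 q-value 352). These 3 regions of the 0.5 mg/L list were 156, 206 and 164 bp wide, each under the 207 bp below which the 0.1 mg/L list held no region.

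At the deposited threshold all 19 chromosomes had fewer regions in the 0.5 mg/L list, with a ratio of 0.811 over all of them. The ratio was highest on chromosome 7, with 1881 regions at 0.5 mg/L and 2190 at 0.1 mg/L (0.859, 95% interval 0.807 to 0.914), and lowest on chromosome 4, with 1751 and 2302 regions (0.761, 0.714 to 0.810). The ratio on chromosome 7 rose above 1 at q-values under 0.001 (1.03) and under 1e-05 (1.31), and that on chromosome 4 at q-values under 1e-05 (1.31). With equal numbers of the strongest regions the ratio on chromosome 7 was 1.03. That setting fixes the ratio of the whole lists at 1, so a value above 1 on the chromosome with the highest ratio carries little weight. The other chromosomes were not recomputed under the alternatives. The shared percent per chromosome ranged from 37.7 to 42.8% at 0.1 mg/L and from 48.0 to 52.7% at 0.5 mg/L. Unplaced scaffolds held 980 regions (2.48%, 2.33 to 2.64%) at 0.1 mg/L and 577 regions (1.81%, 1.67 to 1.97%) at 0.5 mg/L.

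**Figure D3:**
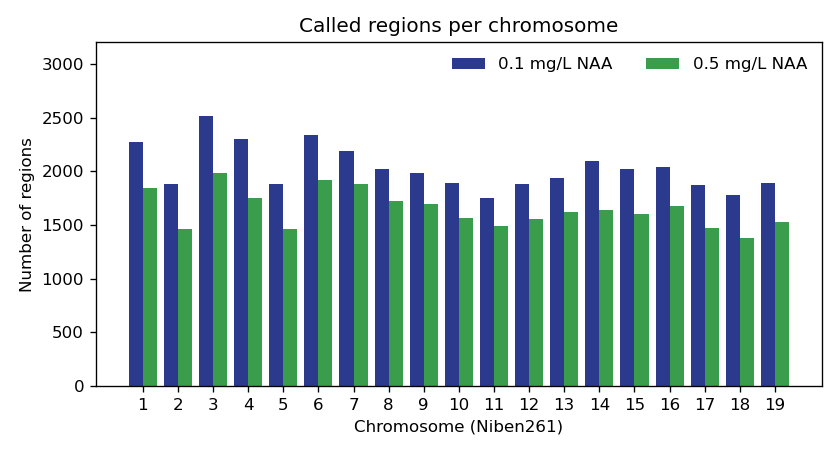
Number of accessible regions (vertical axis) on each of the 19 numbered chromosomes of the Niben261 assembly (horizontal axis) in the 0.1 mg/L list (blue bars) and the 0.5 mg/L list (green bars). At the deposited threshold every chromosome has fewer regions at 0.5 mg/L, from 0.761 times as many on chromosome 4 to 0.859 times on chromosome 7, and on both of these the order turns at q-values under 1e-05.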

Values the study reported

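The study reported 212 genes whose transcription changed along with a change in accessible chromatin between the NAA concentrations. It gave an R² of 0.11 between accessibility and expression. In callus on the higher NAA concentration it reported a normalised ATAC-seq signal of 0.41 RPM at one guide RNA site of the edited gene and 0.13 RPM at the other.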

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

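Of the alternatives, the common minimum width and the thinning by background pileup, by median local background and to wide regions, and the second estimate of summit pileup per fragment, were chosen after the data had been seen, and the others before. A total of 145 values were recomputed under 22 alternatives. No paired analysis was possible because each concentration has 1 library. The planned narrower promoter window was not run, since gene features were not analysed here. Where no cause is given below, the cause was not tested.

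The ratio of region numbers moved most when the whole 0.1 mg/L list was thinned. Thinned to the fragments of the 0.5 mg/L library, the 0.1 mg/L list kept 17451 regions (ratio 1.82, against 0.805 at full depth). Thinned by the background pileups it kept 12673 (ratio 2.51), and by the median local background, where the ratio of fragments was 2.43, it kept 20221 (ratio 1.57). The median local background also counts the regions' own fragments and does not measure depth alone. With thinning and only regions of at least 207 bp, 17441 were left against 19811 in the 0.5 mg/L list (ratio 1.14). Fewer fragments give fewer passing summits by construction.

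At q-values under 0.01, the covered length ratio was 0.597, 43.2% of the 0.1 mg/L and 53.3% of the 0.5 mg/L regions were shared, and rho was 0.473. At q-values under 0.001, the 0.1 mg/L list held 25866 regions, 12589 of them library-specific; the covered length ratio was 0.683, the width ratio 0.697, the shared percents 51.3 and 53.3%, rho 0.436 and the chromosome 7 ratio 1.03. At q-values under 1e-05, there were 13297 and 16589 regions (ratio 1.25), with 5132 and 8385 library-specific; the covered length ratio was 0.855, the width ratio 0.674, the shared percents 61.4 and 49.5%, rho 0.381, and the ratios of chromosomes 7 and 4 were 1.31 and 1.31. A fold of at least 4 gave a ratio of region numbers of 0.902, a covered length ratio of 0.647 and shared percents of 45.9 and 51.4%. With equal numbers of the strongest regions, the covered length ratio was 0.698, the width ratio 0.690, the shared percents 48.1 and 48.5%, rho 0.466 and the chromosome 7 ratio 1.03.

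Sharing depended on the overlap rule. Overlap of at least 50% of the region left 29.0% of the 0.1 mg/L and 46.8% of the 0.5 mg/L regions shared, at least 50% of both regions left 28.3 and 35.1%, and summits within 100 bp left 28.9 and 35.9%. Ranking by −log10 q-value gave a rho of 0.565. With regions of at least 207 bp in both lists, the 0.5 mg/L list held 19811 regions (ratio 0.501), 7644 of them library-specific; the covered length ratio was 0.441, the width ratio 0.902, the shared percents 30.7 and 61.4%, and rho 0.503.

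Of 53 further values, 7 rest on a list that the setting left as it was. Of the other 46, 34 moved beyond their counting or resampling interval (19 up and 15 down) and 12 stayed within it. The covered length and width ratios stayed below 1 under each alternative run for them, and rho stayed between 0.381 and 0.565. Thinning was run only for the number of regions, so the covered length and width ratios at like depth are not known.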

Other observations

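The thinning to the fragments of the other library was planned before the data were examined, though what it would show of depth was written after its result was seen. The tests of width at like p-value and of a factor set by region width were written before their results were seen, and the other tests in this part were chosen after.

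The longer list came from the library with more fragments. Thinning the 0.1 mg/L library to the fragments of the other left 17451 regions, from 17210 to 17716 over the draws, fewer than the 31830 of the 0.5 mg/L list. A limit of 207 bp in both lists removed only 0.5 mg/L regions and so narrowed the gap by construction, to 17441 against 19811. The larger raw number at 0.1 mg/L may thus reflect depth. A biological difference between the concentrations in the number of open regions was not tested, because each has 1 library.

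Some strong regions appeared only at 0.5 mg/L. Of the 1000 strongest 0.5 mg/L regions, 101 were narrower than the 207 bp minimum of the 0.1 mg/L list, and 53 of these (52.5%, 95% interval 42.3 to 62.5%) had no partner there. Of the 899 wider ones, 51 (5.67%, 4.25 to 7.39%) had none. Among the 20 strongest library-specific 0.5 mg/L regions, 18 were narrower than 207 bp. The caller's minimum width, which follows the fragment length, could have kept narrow regions out of the 0.1 mg/L list. This stays open, since the missing partners restate the pattern and 48 of the 101 narrow regions overlapped a 0.1 mg/L region. No biological explanation of the narrow or the wider regions was tested.

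The wider regions at 0.1 mg/L had more than 1 possible source. With 207 bp as the minimum in both lists, the median width was 317 bp at 0.1 mg/L and 286 bp at 0.5 mg/L, a ratio of 0.902 (0.896 to 0.911 over 1000 resamples), so the minimum width alone did not account for the difference. In 2085 shared pairs of like −log10 p-value, both regions at least 207 bp, the median width was 375 bp at 0.1 mg/L and 302 bp at 0.5 mg/L. The ratio was 0.805 (0.785 to 0.827). Like p-values are not like depth, because the backgrounds of the libraries differ, so this comparison does not decide on depth. Depth thus stays open as a source. The fragment length itself, since longer fragments widen a pileup, and the NAA concentration also stay open and were not tested.

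Per fragment, the summits were higher at 0.5 mg/L. Among 582 strong 0.1 mg/L regions, with a summit pileup of at least 30 and a −log10 q-value of at most 250, 569 had a single partner at 0.5 mg/L. Their summit pileup per fragment at 0.5 mg/L was a median of 2.21 times that at 0.1 mg/L (quartiles 1.74 and 2.67), and 95.4% of them lay above 1. With the ratio of fragments taken from the median local background of shared regions, 2.43, an alternative added after the data had been seen, the median was 1.70 (quartiles 1.34 and 2.06) and 89.3% lay above 1. That ratio is not free of signal, since a local background also counts the regions' own fragments. The local background per fragment of the same regions was higher at 0.5 mg/L by a median factor of 1.61. This value was scaled for fragment length, which the summit factors were not. It is not a separate observation, since the local background counts the regions' own fragments and rises with them. All of these values rest on the same genome size having been set for both libraries. A better signal over background in a single library would raise nearly all regions, as would more open chromatin, so these cannot be told apart with 1 library per concentration. The labels name 2 weeks for one library and 3 weeks for the other, whereas the study describes 2 weeks for both. By the labels, 0 culture times hold both concentrations. If the labels are right, culture time also cannot be told apart from NAA concentration.

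Whether the factor differs between these strong regions was not decided. Around 1 common factor, the chi-square per degree of freedom was 2.16, against 0.827 to 1.304 in 1000 simulations with counting noise alone. With a separate factor for each 10% of the regions by width it was 2.14, against a simulated 0.798 to 1.22. Separate libraries differ by more than counting noise in any case, so neither value tells a single factor, or one set by region width, from real differences between regions.

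All 45 regions of the 0.1 mg/L list with a −log10 q-value over 250 were shared. The 35 of them on chromosomes with a single partner had a median factor per fragment of 2.15, with a lowest value of 1.46 and a highest of 2.55. The 9 on scaffolds had a median of 1.24, with a lowest value of 0.426 and a highest of 2.42, and the strongest, on Niben261Scf15077, Niben261Scf12068 and Niben261Scf10855, had factors of 0.516, 0.475 and 0.426. Sequence present in many copies and read as a single place could give such pileups. On these named scaffolds the local background at 0.1 mg/L was 305, 885 and 195 fragments, in the same order, against 0.747 genome-wide. Backgrounds this high go with many copies, though a local background also counts the fragments of the region itself. The factor cannot tell such copies from open chromatin. Copies inside open chromatin would follow the factor of other strong regions, and the scaffold regions are few.

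The pooled share of regions near the chromosome ends was alike in both lists. The outer 20% at each end of the chromosomes, measured to the last region, held 42.5% of the 0.1 mg/L regions (42.1 to 43.0%) and 42.7% of the 0.5 mg/L regions (42.1 to 43.2%). For library-specific regions the percents were 42.3% at 0.1 mg/L and 42.4% at 0.5 mg/L, a difference within the counting intervals. Other positions and single chromosomes were not compared.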
